A study of Bos taurus with 9 samples. Its data were reported in "Comparative Transcriptomic Analysis of Rectal Tissue from Beef Steers Revealed Reduced Host Immunity in Escherichia coli O157:H7 Super-Shedders" (2016).

How the data were processed

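Rectal tissue of 9 steers was profiled by small RNA sequencing, 1 library per animal. Per the labels, 5 super-shedders (SS) passed more than 10000 colony-forming units (CFU) of E. coli O157 per g of feces, and 4 non-shedders (NS) were negative for it. The paper states that SS were identified days before slaughter and that some had dropped under this level by then. For each animal, 2 pieces of rectal wall of 2 square cm, taken 3 to 5 cm above the junction with the anus, were frozen in liquid nitrogen no later than 10 min after death, and RNA was isolated from 100 mg of ground tissue. Groups and steer numbers were taken from the sample titles, and no steer number occurs in both groups.

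The libraries were made by the authors with an Illumina TruSeq small RNA kit and read as single reads. The reads were assigned by the authors to miRBase sequences with the sRNA toolbox, for which the submitters' processing notes name Bowtie, and were tested by them with edgeR. Versions are not given in the sources used here. The deposited table holds 515 mature miRNAs in 9 columns, all of which were used (0 columns left out). Its values are called CPM or RPM, reads scaled to the library, by the authors. They are recorded here as a read-based signal as deposited, because the column sums, 1024945 to 1089433, are larger than such a scaling gives. Every value was a whole number of reads times 1 step per library, with a largest deviation from a whole read of 1.07e-08 reads, so that 100% of the values gave whole reads and the library total could be recovered. The excess was 2.49% to 8.94% of the library total. Reads that stand under more than 1 miRNA would give such an excess, but its cause was not tested. The recovered totals were 18142261 reads over the SS libraries and 5727503 over the NS libraries, together fewer than the reads the study obtained (given below). Library total, depth and read number mean this scaling denominator here, which may hold only part of the reads sequenced. A group difference in that part cannot be told apart from one in sequencing depth. Further, 4 pairs above a mean of 50 CPM had values within 15% of each other in every library: bta-miR-26a with bta-miR-26c, bta-miR-199a-3p with bta-miR-199c, bta-miR-2284x with bta-miR-2284y and bta-miR-339a with bta-miR-339b. The smaller member of the pair of bta-miR-26a with bta-miR-26c took 2.00% to 6.66% of the library total. The members of these pairs are reported as uncertain.

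A miRNA was tested when it reached 5 CPM in at least 4 libraries, which left 245 miRNAs and put 270 under the filter. The values were taken as log2(CPM + 1), so a log2 difference understates the change of low miRNAs, and SS were compared with NS in limma 3.58.1 (R 4.3.3) with a trended variance prior and Benjamini-Hochberg (BH) adjustment. The thresholds were those of the study, an adjusted p under 0.1 and a log2 difference above 1 in size. Of the 2 miRNAs that the study named, bta-miR-29d-3p is under the filter. It was added to the fit, adjusted together with the 245, and not counted among them. All log2 differences are SS minus NS. Count tests on the recovered reads were run as alternatives with edgeR 4.0.16 (the quasi-likelihood test, and the exact test, both with TMM factors) and DESeq2 1.42.0, because the plan took the table to hold CPM. Differences in a single measure were tested with a two-sided exact permutation test over the 126 splits of 9 libraries into 5 and 4, whose smallest possible p is 0.00794.

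Lists of miRNAs by cell type, cluster or family were fixed before the data were examined, 16 in all. About 10 rows of values from the study's supplement, mostly let-7, and the study's heatmap of its 2 miRNAs had been seen by then. The 11 lists with at least 3 tested members were tested with limma's camera at a preset correlation of 0.01, called at a BH-adjusted p under 0.05, with camera at an estimated correlation and fry beside it. The miRNAs named were the 2 of the study, the 10 with the smallest p in each direction, the 10 most abundant, and the 4 most abundant tested members of each list, 72 in all. The score of smooth muscle minus intestinal epithelium is the mean log2(CPM + 1) of the first list minus that of the second. Intervals are 95% Clopper-Pearson intervals of a read share, and a value of 0 allows up to 3 reads; both cover counting error only, since these reads carry no molecular identifiers.

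The procedure was tested on simulated data, with counts for the 245 miRNAs drawn from their real means, library totals and dispersions in 10 simulations of SS against NS. Of 50 miRNAs changed in each (more would have left too few unchanged), limma called 81.5% of those changed 4-fold and 92.9% of those changed 8-fold, with 4.3 false calls on average and 0.1 calls when nothing was changed. The simulated miRNAs varied independently of each other, unlike those of real tissue. Their dispersions were estimated with TMM factors, so the simulated values lack the shifts between libraries that the deposited scaling holds. Random splits of the real libraries gave up to 75 calls, so the rates of recovery and of false calls are probably too favourable. Lists of 10 miRNAs raised 4-fold together reached an unadjusted camera p under 0.05 in 10 of 10 simulations. The rule used for the real lists, with adjustment over the lists, was not simulated. Alternatives were the pseudocount (0.5 or 5), the filter (none, or 50 CPM), other scalings, other tests and leaving out each library in turn; others were added after the data were seen and are named where they are given.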

Results

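Rectal tissue from 5 super-shedders (SS) and 4 non-shedders (NS) was compared to find miRNAs, short RNAs that repress the mRNAs they pair with, that differ with the shedding of E. coli O157. The library totals ranged from 650726 reads in NS steer 108 to 6314556 reads in SS steer 310, a 9.70-fold range. The SS libraries held 3628452 ± 1836546 reads (SD, n = 5) and the NS libraries 1431876 ± 788528 reads (SD, n = 4, exact permutation p = 0.0556). One read was therefore worth 0.158 to 1.54 CPM (reads scaled to the library total), and low miRNAs were measured least precisely in NS steers 108 and 242.

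In total, 399 ± 15.7 miRNAs were detected per library (SD, n = 9), with 292 miRNAs present in all libraries and 38 in 1 library. SS had 406 ± 6.38 miRNAs (SD, n = 5) and NS 389.8 ± 20.1 (SD, n = 4), a difference of 16.45 (exact permutation p = 0.0556). This direction turned when all libraries were thinned to the smallest, to -32.05 (exact permutation p = 0.119). It was also -45.2 for miRNAs at 1 CPM or more (exact permutation p = 0.0873), a limit that 1 read passes in NS steers 108 and 242 but not in SS, and -25.75 for those at 5 CPM or more (exact permutation p = 0.127).

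The rectal libraries were dominated by bta-miR-143, a miRNA abundant in smooth muscle, which took 22.1% to 73.1% of a library. It held 53.1% ± 24.2 in SS (SD, n = 5) and 48.5% ± 13.3 in NS (SD, n = 4, exact permutation p = 0.762). Next in abundance was bta-miR-192, an intestinal epithelial miRNA, which ranged from 0.330% in SS steer 274 to 27.1% in SS steer 294. The other 8 of the 10 most abundant miRNAs were bta-miR-10b, bta-miR-27b, bta-miR-26a, bta-miR-26c, bta-miR-10a, bta-miR-215, bta-miR-148a and bta-miR-21-5p, of which bta-miR-26a and bta-miR-26c had nearly the same values. None of the 10 passed the test between SS and NS. Together the 10 took 82.3% ± 5.72 of the summed reads in SS (SD, n = 5) and 74.5% ± 8.63 in NS (SD, n = 4, exact permutation p = 0.127).

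**Figure D1:**
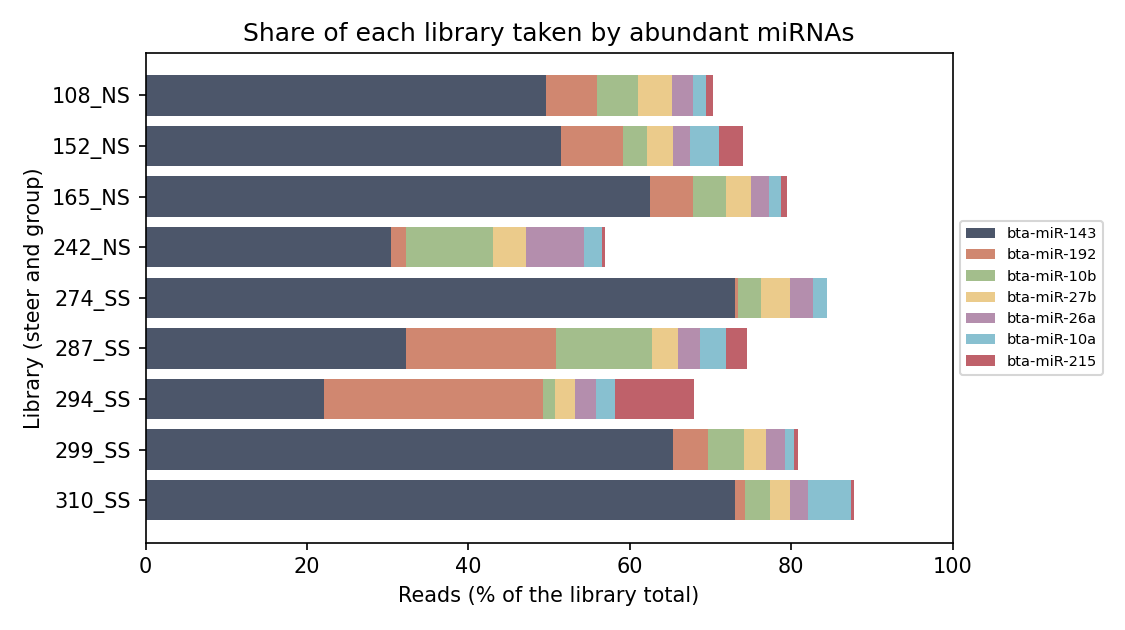
Share of the library total (horizontal axis, %) taken by 7 abundant miRNAs in each of the 9 libraries (vertical axis, steer and group, NS or SS). bta-miR-143 ranged from 22.1% to 73.1% of a library and bta-miR-192 from 0.330% to 27.1%, with the lowest and highest of both in SS libraries.

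The smooth muscle miRNAs and the intestinal epithelial miRNAs varied more between animals than between groups. The score of smooth muscle minus epithelium was -1.03 ± 3.37 in SS (SD, n = 5) and -1.99 ± 0.87 in NS (SD, n = 4, exact permutation p = 0.611), with a range from -4.94 in SS steer 294 to 3.54 in SS steer 274. The first principal component of the 245 tested miRNAs held 56.4% of the variance and did not separate the groups (exact permutation p = 0.214). It followed the score across the 9 libraries, with Pearson's r = -0.816 (permutation p = 0.00637) and Spearman's rho = -0.733 (permutation p = 0.0311), and r = -0.674 without the 2 libraries farthest from the median score. The miRNAs of the score are among the 245. The Spearman correlation between libraries was 0.799 to 0.980 across miRNAs, which are not independent replicates.

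Between SS and NS, the lymphocyte-associated bta-miR-155 and 9 other miRNAs with the smallest p were at lower abundance in every SS library than in any NS library, while bta-miR-29d-3p and, at higher abundance, bta-miR-1271 had higher means in SS. The abundance of bta-miR-504 was 6.16 ± 2.68 CPM in SS (SD, n = 5) and 28.5 ± 19.3 CPM in NS (SD, n = 4). None of these differences passed the thresholds in limma. At an adjusted p under 0.1 and a log2 difference above 1 in size, limma called 0 of 245 miRNAs (smallest adjusted p = 0.297), with 40 miRNAs at an unadjusted p under 0.05, 1 higher and 39 lower in SS. On the recovered reads, edgeR's quasi-likelihood test called 0 (26 at an unadjusted p under 0.05, 14 higher and 12 lower), edgeR's exact test 1 (25 at an unadjusted p under 0.05, 15 higher and 10 lower) and DESeq2 11, 7 higher and 4 lower in SS (34 at an unadjusted p under 0.05, 19 higher and 15 lower). With the deposited values, the groups did not overlap for 16 of the 245 miRNAs, all lower in SS. Chance gives 1.59% per miRNA, both directions together. The miRNAs vary together, and the count was not made in the splits or under other scalings, so an excess over chance was not tested.

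The scaling set most of the direction of these differences. With the deposited values, the median miRNA was -0.70 on the log2 scale, and 216 of the 245 miRNAs were lower in SS. With TMM factors in edgeR the median was 0.02 and 118 were lower. Differences relative to the median miRNA are therefore given below, with a negative value for a miRNA lower than the median one in SS.

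**Figure D2:**
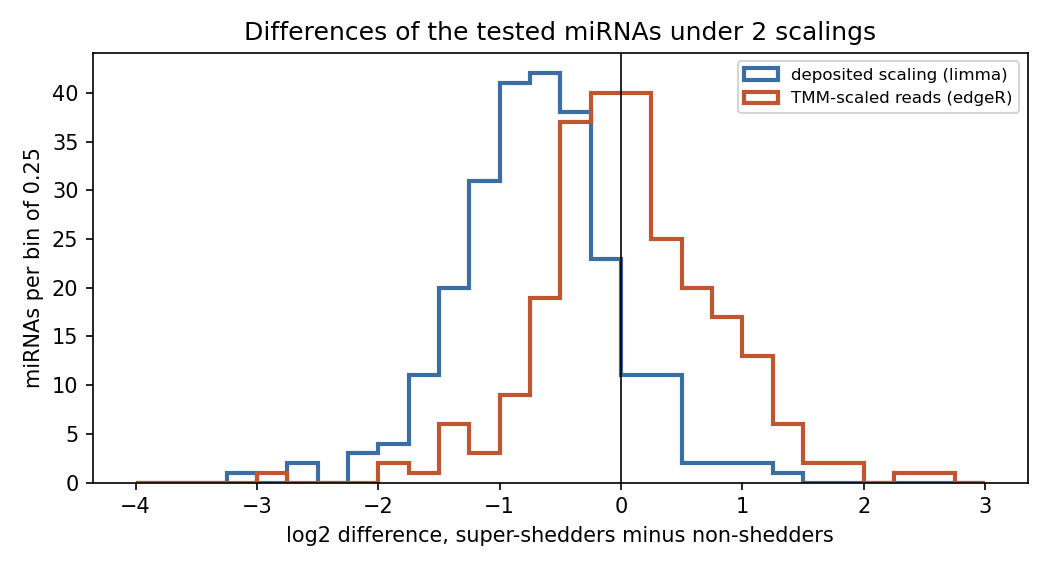
Number of miRNAs (vertical axis, per bin of 0.25) by log2 difference between SS and NS (horizontal axis) for the 245 tested miRNAs, with the deposited scaling in limma and with TMM-scaled reads in edgeR's quasi-likelihood test. The median moved from -0.70 to 0.02 and the number of miRNAs lower in SS from 216 to 118.

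The first of the 2 miRNAs named by the study, bta-miR-29d-3p, a member of a family known to repress mRNAs of collagens, had 5.56 ± 2.45 CPM in SS (SD, n = 5) and a mean of 1.75 CPM in NS (0 to 3.35 CPM, n = 4). The log2 difference was 1.38 (SE 0.52, limma adjusted p = 0.291). In a two-sided exact permutation test p was 0.0238, or 0.0476 adjusted over the 2 miRNAs, and 4 of 5 SS libraries lay above every NS library. These values rest on few reads. The NS libraries held 0, 2, 6 and 3 reads and the SS libraries 33, 11, 13, 15 and 18 reads. The 0 of NS steer 108 allows up to 4.61 CPM, and the 95% Clopper-Pearson interval of NS steer 242 was 0.690 to 9.78 CPM, which holds every SS value. It passed with edgeR's exact test (adjusted p = 0.0891) and DESeq2 (adjusted p = 0.0320). Because the study chose it and bta-miR-1271 on these libraries, their values are not independent evidence.

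The second, bta-miR-1271, had 81.7 ± 73.3 CPM in SS (SD, n = 5) and 21.1 ± 6.93 CPM in NS (SD, n = 4), a log2 difference of 1.49 (SE 0.66, limma adjusted p = 0.297, exact permutation p = 0.0873, also when adjusted over the 2 miRNAs). The SS libraries were spread from 20.5 CPM in steer 274 to 200.5 CPM in steer 294, and 3 of the 5 lay above every NS library. Without SS steer 294 the log2 difference was 1.05. It passed with edgeR's exact test (adjusted p = 0.0536) and DESeq2 (adjusted p = 0.00942).

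Among the miRNAs with the smallest p, the 10 lower in SS were bta-miR-504, bta-miR-335, bta-miR-1296, bta-miR-92b, bta-miR-1247-5p, bta-miR-423-3p, bta-miR-155, bta-miR-128, bta-miR-1306 and bta-miR-222. Their log2 differences were -1.21 for bta-miR-1306 to -2.18 for bta-miR-155, with an adjusted p of 0.297 in limma for each, and remained below 0 under every scaling tried. Relative to the median miRNA they were -0.51 for bta-miR-1306 to -1.48 for bta-miR-155. By that measure bta-miR-1296, bta-miR-1247-5p, bta-miR-423-3p, bta-miR-128 and bta-miR-1306 fell below 1 in size. Under the other scalings bta-miR-1306 was at -0.68 to -0.45 and bta-miR-155 at -1.46 to -1.36. For bta-miR-423-3p the abundance was 448 ± 230 CPM in SS (SD, n = 5) against 1270 ± 529 CPM in NS (SD, n = 4), and for bta-miR-335 it was 10.7 ± 1.86 CPM against 48.3 ± 32.4 CPM. DESeq2 called bta-miR-504, bta-miR-335, bta-miR-92b and bta-miR-155 lower in SS.

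The 10 miRNAs higher in SS with the smallest p were bta-miR-1271, bta-miR-100, bta-miR-99b, bta-miR-99a-5p, bta-miR-409a, bta-miR-2285q, bta-miR-499, bta-miR-2299-5p, bta-miR-145 and bta-miR-190a. They include 3 members of the miR-99 and miR-100 family. The abundance of bta-miR-100 was 8317 ± 5909 CPM in SS (SD, n = 5) and 3324 ± 2590 CPM in NS (SD, n = 4), a log2 difference of 1.19 (SE 0.70, limma adjusted p = 0.357). For bta-miR-99a-5p the log2 difference was 0.80 (SE 0.58, limma adjusted p = 0.443), and for bta-miR-99b it was 1.01 (SE 0.61, limma adjusted p = 0.357). Relative to the median miRNA, bta-miR-100 was at 1.88, bta-miR-99a-5p at 1.49 and bta-miR-99b at 1.70. Under the other scalings their log2 differences were 1.78 to 2.40, 1.49 to 1.95 and 1.67 to 1.86. Of the 10, DESeq2 called bta-miR-1271, bta-miR-100, bta-miR-99a-5p, bta-miR-2285q (adjusted p = 0.0320) and bta-miR-2299-5p higher in SS, while limma did not. Outside the 10, DESeq2 also called bta-miR-374a (adjusted p = 0.00942) and bta-miR-24-3p higher in SS.

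**Figure D3:**
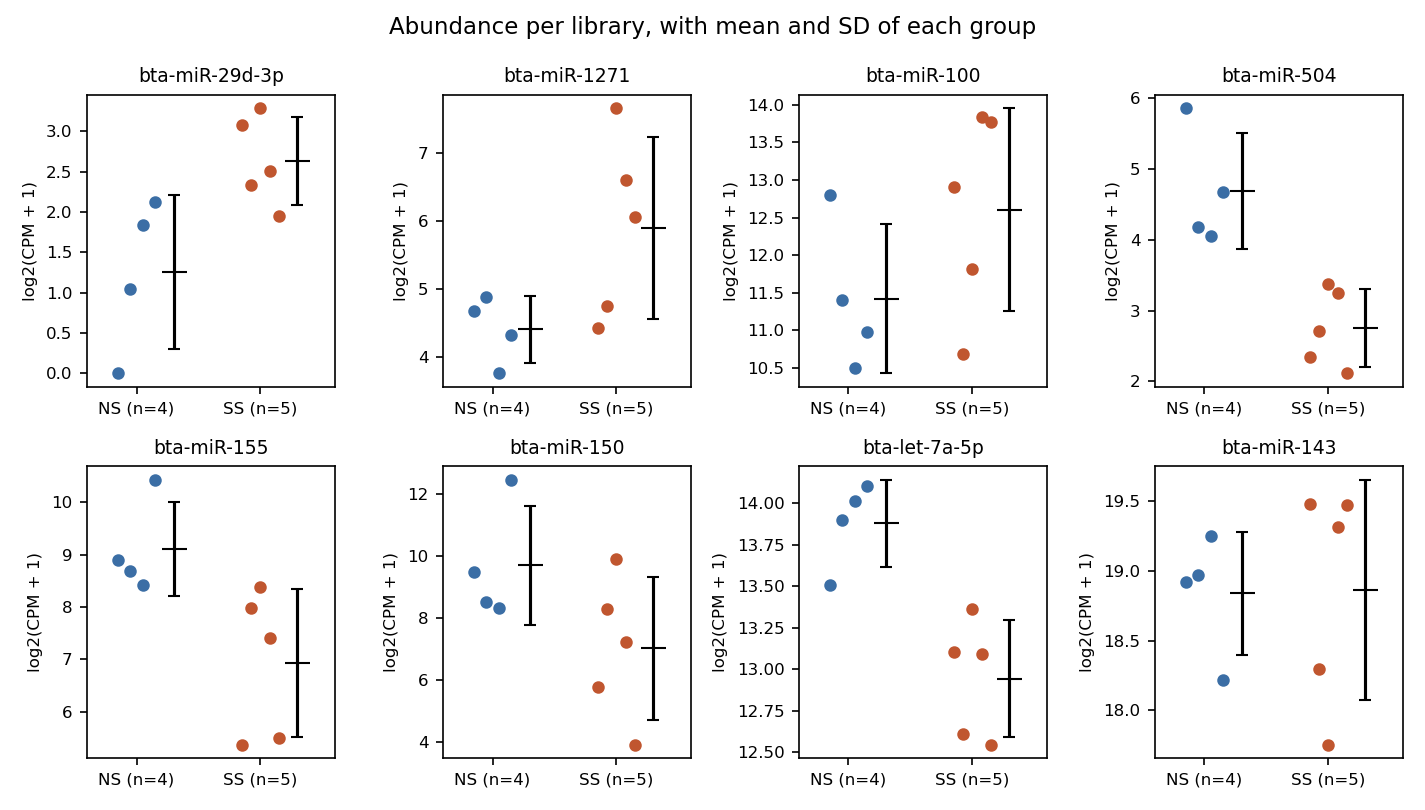
Abundance of 8 miRNAs as log2(CPM + 1) (vertical axis, a separate range per panel) in NS (n = 4) and SS (n = 5); points are libraries and bars give the mean and SD. All 5 SS libraries lay below every NS library for bta-miR-504, bta-miR-155 and bta-let-7a-5p, and 4 of 5 SS libraries lay above every NS library for bta-miR-29d-3p.

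The leukocyte miRNAs were uneven. Of 8 tested, 7 were lower in SS with a median log2 difference of -1.13, or -0.44 relative to the median miRNA (-0.45 to -0.01 under the other scalings, with 4 or 5 of the 8 lower), and camera, which pointed the other way from this median, did not call the list (adjusted p = 0.991). The lymphocyte miRNA bta-miR-150 had 296 ± 385 CPM in SS (SD, n = 5) and 1782 ± 2637 CPM in NS (SD, n = 4), -1.99 relative to the median miRNA, and bta-miR-155, induced in activated lymphocytes, was at -1.48 relative to the median miRNA. For bta-miR-150, NS steer 242 held 5728 CPM and the other NS libraries 321 to 716 CPM, and without NS steer 242 it was at -1.23 relative to the median miRNA. In contrast, bta-miR-146a was 0.93 relative to the median miRNA and bta-miR-146b 0.69. Adjusted over the list alone, 1 of the 8 passed in limma (bta-miR-155, adjusted p = 0.0905), and 0 passed over all miRNAs tested. The median of the leukocyte list depended on single libraries, from -1.03 relative to the median miRNA without SS steer 294 to 0.05 without NS steer 242. The leukocyte miRNAs also differed within groups, with bta-miR-142-5p at 2377 to 32085 CPM in NS and 295 to 13030 CPM in SS.

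The let-7 family, regulators of developmental timing, was lower in SS for 9 of 9 members, with a median log2 difference of -0.97, or -0.27 relative to the median miRNA; under the other scalings 8 or 9 of the 9 were lower, with medians of -0.33 to -0.20. The abundance of bta-let-7a-5p was 8055 ± 1921 CPM in SS (SD, n = 5) and 15260 ± 2599 CPM in NS (SD, n = 4). Camera called the list as lower (adjusted p = 0.00585), but not with an estimated correlation (adjusted p = 0.885), and fry did not (adjusted p = 0.0624, and 0.0379 for change in either direction). The call of the let-7 family was also lost without NS steer 165 (adjusted p = 0.0672), without SS steer 287 (adjusted p = 0.121) and with bta-miR-143 left out (adjusted p = 0.194). Adjusted over the list alone, 4 of the 9 passed in limma, and 0 over all miRNAs tested.

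The smooth muscle list held the only other call. Of its 6 tested members 5 were higher in SS, with a median log2 difference of 0.17, or 0.86 relative to the median miRNA. When each library was left out in turn, the latter was lowest without NS steer 242 (0.39), followed by SS steer 274 (0.48), and highest without SS steer 294. Camera called it as higher relative to the other miRNAs (adjusted p = 0.00585), again not with an estimated correlation (adjusted p = 0.885), and fry, which tests for a change against 0 and not against the other miRNAs, gave an adjusted p of 0.818. The abundance of bta-miR-145 was 2042 ± 926 CPM in SS (SD, n = 5) and 1408 ± 312 CPM in NS (SD, n = 4). The call of the smooth muscle list was lost without NS steer 242 (adjusted p = 0.264), without SS steer 274 (adjusted p = 0.158), without SS steer 310 (adjusted p = 0.110) and with no filter (adjusted p = 0.0916), and neither list was called with median-of-ratios, TMM or quantile scaling. The intestinal epithelial miRNAs were lower in SS for 9 of 9 (median -0.14 relative to the median miRNA, 5 to 8 lower under the other scalings, camera adjusted p = 0.435). They ranged widely in SS, with bta-miR-375, a miRNA of endocrine and epithelial cells, at 5281 ± 5360 CPM (SD, n = 5). The direction given by camera for the intestinal epithelium list was higher, opposite to its median, and the direction turned with single libraries: the median relative to the median miRNA was 0.65 without SS steer 274, where camera called the list as higher (adjusted p = 0.0180), and -1.02 without NS steer 242.

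In the imprinted DLK1-DIO3 cluster, 14 of 16 tested miRNAs were lower in SS, 7 of them at an unadjusted p under 0.05 in limma, with a median of -0.41 relative to the median miRNA (11 to 13 lower under the other scalings); camera did not call it (adjusted p = 0.206). The median of the DLK1-DIO3 cluster was -0.53 (without SS steer 274) to -0.14 (without SS steer 294) relative to the median miRNA when each library was left out. The list was lowest for bta-miR-665 and highest for bta-miR-409a. The mesenchymal list was split, with bta-miR-199a-3p and bta-miR-199c, whose values were nearly the same, at -0.65 and bta-miR-100 at 1.88 relative to the median miRNA (7 of 9 lower, but 3 of 9 under the other scalings, camera adjusted p = 0.206). All 11 tested members of miR-17-92 and its paralogs were lower in SS, with a median of -0.20 relative to the median miRNA and 7 to 9 lower under the other scalings (camera adjusted p = 0.435).

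Among the other lists, 5 of 6 NF-kB responsive miRNAs were lower, or 4 under the other scalings (median -0.27 relative to the median miRNA, camera adjusted p = 0.991), with bta-miR-155 the 1 that passed adjusted over the list alone in limma. The miR-29 family had 2 of 3 tested members lower and 1 higher (camera adjusted p = 0.435), the miR-2284 and miR-2285 families 7 of 10 lower (camera adjusted p = 0.175), and fragments of other RNAs 3 of 3 lower (camera adjusted p = 0.991), among which bta-miR-2904 passed adjusted over the list alone in limma. These 3 lists turned with scaling, to 1 of 3, 2 of 10 and 1 of 3 lower under the others, and for the fragments camera pointed lower while the median was 0.25 relative to the median miRNA. With an estimated correlation camera called none of the 11 lists (smallest adjusted p = 0.885). Lists too small to test held 2 erythrocyte miRNAs (median 0.27 relative to the median miRNA), 2 endothelial miRNAs (0.25), 2 neuronal miRNAs (0.33), bta-miR-499 of striated muscle (1.18) and bta-miR-205 of squamous epithelium, at -1.85 relative to the median miRNA. The erythrocyte median turned to -0.23 in edgeR's quasi-likelihood test and -0.24 in DESeq2. For bta-miR-205, SS steers 274, 294 and 310 held 1 read each, and NS ranged from 2.23 to 187 CPM (exact permutation p = 0.167).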

Values the study reported

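The study obtained 33.5 M reads and identified 399 ± 16 miRNAs in each sample. At FDR < 0.1 and a log2 fold change above 1.0 it named 2 miRNAs as up-regulated in SS, which were bta-miR-29d-3p together with bta-miR-1271.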

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

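Single libraries far from the rest of their group were found for 6 of the named miRNAs and 1 library measure, among 156 groups of values examined, where chance gives about 1 in 20. The 7 cases are no more than this share. Among the NS libraries, steer 242 stood apart in 5 of the 7 cases. Its bta-miR-142-3p was 2651 CPM against 219 to 318 CPM in the other NS libraries. Its bta-miR-375 was 1687 CPM against 10657 to 12199 CPM. Its bta-miR-26c was 66623 CPM against 19968 to 24502 CPM, and the excess of its summed reads over the library total was 8.94% against 2.72% to 3.48%. The excess may not be a separate case, since bta-miR-26c had nearly the same values as bta-miR-26a. Its bta-miR-153 was 7.81 CPM against 13.8 to 15.1 CPM, but this value rests on 7 reads. In NS steer 108, bta-miR-1296 was 30.7 CPM against 12.1 to 13.9 CPM in the other NS libraries. In SS steer 294, bta-miR-1291, listed with fragments of other RNAs, was 57.9 CPM against 1.13 to 4.07 CPM in the other SS libraries. NS steer 242 thus held the leukocyte bta-miR-142-3p at a high and the epithelial bta-miR-375 at a low level, and no cause was tested.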

How the results depend on the processing

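The thinned reads (planned only for the detected miRNAs), the tissue score covariate, the rescaling without bta-miR-143, the removal of SS steers 274 and 310 and edgeR's exact test with no filter were chosen after the data were seen. The count of 0 called miRNAs became 1 with no filter on low values in limma, 40 with array quality weights (whose estimation stopped before it converged), 1 with edgeR's exact test, 11 with DESeq2 and 6 with edgeR's exact test and no filter; it stayed 0 in the other settings and without each library in turn (0 to 0). For bta-miR-29d-3p the call appeared with array quality weights (1.42), edgeR's exact test (2.14), DESeq2 (2.17) and edgeR's exact test with no filter (2.22), with a range of adjusted p from 0.0320 to 0.605 over all settings, and its log2 difference was 0.64 with a pseudocount of 5, 0.99 with 1 thinning of the reads and 0.96 (without NS steer 108) to 1.67 without each library in turn. For bta-miR-1271 the call appeared with the same settings (1.63, 2.52, 2.54 and 2.59; adjusted p from 0.00942 to 0.619 over all settings), and its log2 difference was 1.05 (without SS steer 294) to 1.86 without each library. The 2 lists called became 1 with no filter, with the tissue score covariate (which holds the smooth muscle list itself) and with bta-miR-143 left out; 0 with median-of-ratios scaling, TMM scaling, quantile normalization, an estimated correlation and fry; 4 with array quality weights; and 3 without SS steers 274 and 310 (intestinal epithelium higher, adjusted p = 1.8e-04; let-7 lower, adjusted p = 0.00503; DLK1-DIO3 lower, adjusted p = 0.0267). Without each library the count was 1 to 2, with 1 without NS steer 165 or SS steer 310, and the lists called were not always the same 2. The smooth muscle list reversed without SS steers 274 and 310 (adjusted p = 0.731). These 2 were left out for the lowest bta-miR-192, an epithelial miRNA, and have the highest scores of muscle minus epithelium, so that the higher epithelium list and the lower smooth muscle list follow from that choice. The difference in detected miRNAs reversed to -45.2 at 1 CPM, -25.75 at 5 CPM and -32.05 with thinned reads, the first with a limit that 1 read passes in NS steers 108 and 242, and was 6.53 (without NS steer 108) to 20.9 without each library; the thinned value shows that depth took part. The share of the 10 most abundant miRNAs differed by 3.88 (without NS steer 242) to 10.5 percentage points without each library. Of the 71 named miRNAs tested, 20 to 26 changed the sign of their log2 difference under the other scalings, and 0 to 7 changed sign relative to the median miRNA. The cause of the other changes was not tested. At this depth, miRNAs near 5 CPM rest on a few reads in NS.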

Other observations

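Tests chosen after the result was seen were that of the other 6 leukocyte miRNAs, the paired ratios, edgeR's exact test without a filter and the splits for the let-7 family, and the splits for bta-miR-2284j were drawn after its own p was seen. Among miRNAs under the filter, bta-miR-2284j, a member of a large bovine miRNA family, was lower in SS. It had 28 reads in the 4 NS libraries and 3 reads in the 5 SS libraries, although the summed library totals were larger in SS. The ratio of reads per library total was 0.0338 (95% exact Poisson interval 0.00658 to 0.110, of counting error alone, with the reads pooled over the animals of a group). The abundance was 4.51 ± 1.73 CPM in NS (SD, n = 4) and 0.151 ± 0.157 CPM in SS (SD, n = 5), with all 5 SS libraries below every NS library. With no filter, the log2 difference was -2.21 in limma (SE 0.33; adjusted p = 0.0137 over 515 miRNAs) and -3.76 in edgeR's exact test (adjusted p = 0.00708). It passed in 8 of 9 fits that left out 1 library and not without SS steer 299 (adjusted p = 0.114). Of 100 drawn splits of the 9 libraries, 1, the real one, gave an adjusted p that small in limma with no filter, and the smallest of the others was 0.0183. The splits allow for the choice among the 515 miRNAs but not for that of the setting, 1 of many tried, so chance cannot be excluded. Reads of near-identical relatives in this family were not separated here.

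The exact test of edgeR without a filter also called 3 other low miRNAs lower in SS, which limma did not: bta-miR-2284d (adjusted p = 0.0672), bta-miR-2887 (adjusted p = 0.0660) and bta-miR-378b (adjusted p = 0.0672). The last had 63.0, 47.2 and 43.6 CPM in NS steers 108, 152 and 165, 1.12 CPM in NS steer 242, and at most 4.71 CPM in SS. At the study's thresholds, 0 miRNAs passed in limma here and 6 in edgeR's exact test with no filter. Of the 6, bta-miR-29d-3p and bta-miR-1271 were higher in SS and 4 were lower. The first count is lower and the second higher than the count quoted from the study above. With the filter, edgeR's exact test passed bta-miR-1271 (adjusted p = 0.0536) and the added bta-miR-29d-3p (adjusted p = 0.0891) and no other. These are the miRNAs that the study named.

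The other arm of the same hairpin, bta-miR-29d-5p, the more abundant of the 2, had 14.6 ± 6.98 CPM in SS (SD, n = 5) and 16.0 ± 6.03 CPM in NS (SD, n = 4; exact permutation p = 0.698), and the log2 ratio of bta-miR-29d-3p to it was 1.74 higher in SS (exact permutation p = 0.0238). In the ARS-UCD2.0 annotation MIR29D stands beside MIR29E, MIR29C and MIR29B-2. Of these, bta-miR-29e had 0 reads in every NS library and 7 reads in 3 SS libraries, 5 of them in SS steer 294. The summed library totals were larger in SS (18142261 reads against 5727503 in NS), so these few reads show no group difference. Of 6 ratios between miRNAs of neighbouring genes, that of bta-miR-99a-5p to bta-let-7c differed most clearly, 1.94 higher on the log2 scale in SS (exact permutation p = 0.0317; adjusted p = 0.175), and none passed.

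The median miRNA was lower in SS by the deposited scaling, -0.70 on the log2 scale. With bta-miR-143 left out and the rest rescaled the median was -0.48 (-0.54 to -0.38 without each library in turn), so this miRNA alone was not the whole cause. With all libraries thinned to the smallest it was -0.72 on average over 20 thinnings, which argues against counting error at unequal read numbers. Thinning keeps the expected share of each miRNA, so other differences that go with the library totals were not tested. In 13 of 100 drawn splits the median was at least as far from 0, up to 0.99 against 0.70 for the real split, so chance cannot be excluded.

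For bta-miR-29d-3p, the difference was 1.37 (0.82 to 1.93 within 1 SE) with the tissue score as a covariate against 1.38 without it, which argues against tissue composition along that score. Depth cannot be told apart from a group difference: the mean over 20 thinnings was 1.42, but single thinnings ran from 0.39 to 1.97 because few reads were left. The ratio to bta-miR-29a, bta-miR-29b and bta-miR-29c was higher in SS by 2.61, 1.27 and 1.78, the smallest of which, for bta-miR-29b, was 0.88 without 1 library, so that reads of these relatives also cannot be told apart from it. The shedding group itself stays open as a cause and was not tested separately.

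The lymphocyte miRNAs bta-miR-150 and bta-miR-155 together were -1.92 after the median tested miRNA of each library was subtracted, another centring than that of the -1.99 and -1.48 given above (exact permutation p = 0.0238, not adjusted, on 2 miRNAs picked for their low values). The tissue score as a covariate left -1.70, and thinning -1.90 on average. This argues against smooth muscle against epithelium and against counting error at unequal read numbers, but not against other differences that go with the library totals. Fewer leukocytes of every kind cannot be told apart from it: the other 6 leukocyte miRNAs averaged -0.17 (SE 0.65) by this centring, but they went both ways, and the 2 were picked as the lowest of the 8, a reading settled after the value was seen. NS steer 242 carried part of the difference, and the shedding group itself stays open, untested.

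In 100 drawn splits, all 100 gave at least the 0 miRNAs that limma called in the real split (40 at an unadjusted p under 0.05, with 0 called by edgeR's quasi-likelihood test, 1 by its exact test and 11 by DESeq2), which decides nothing since no split can give fewer than 0. The highest was 75 for steers 152, 165, 274, 299 and 310 against the rest, which points to a structure of the libraries apart from the groups. For miRNAs at an unadjusted p under 0.05, 10 splits gave at least the real 40, up to 101. For lists called by camera, 80 splits gave at least the real 2, up to 6, so chance cannot be excluded for either of these last 2 counts. For the let-7 family, 6 of the 100 splits, the real one included, gave an adjusted p in camera as small as the real 0.00585, down to 1.99e-04, so chance cannot be excluded for this list either. The ratio of the median SD in SS to that in NS was 1.11, reached in 39 of 100 splits, and 0.888 after the tissue score was removed, which leaves tissue composition open under a rule changed after that value was seen.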
